# Transcriptome Analysis of a Female-sterile Mutant (*fsm*) in Chinese Cabbage (*Brassica campestris* ssp. *pekinensis*)

**DOI:** 10.3389/fpls.2017.00546

**Published:** 2017-04-10

**Authors:** Shengnan Huang, Zhiyong Liu, Chengyu Li, Runpeng Yao, Danyang Li, Li Hou, Xiang Li, Wenjie Liu, Hui Feng

**Keywords:** Chinese cabbage, female-sterile mutant, pistil development, RNA-Seq technology, DEGs

## Abstract

Female-sterile mutants are ideal materials for studying pistil development in plants. Here, we identified a female-sterile mutant *fsm* in Chinese cabbage. This mutant, which exhibited stable inheritance, was derived from Chinese cabbage DH line ‘FT’ using a combination of isolated microspore culture and ethyl methanesulfonate mutagenesis. Compared with the wild-type line ‘FT,’ the *fsm* plants exhibited pistil abortion, and floral organs were also relatively smaller. Genetic analysis indicated that the phenotype of *fsm* is controlled by a single recessive nuclear gene. Morphological observations revealed that the presence of abnormal ovules in *fsm* likely influenced normal fertilization process, ultimately leading to female sterility. Comparative transcriptome analysis on the flower buds of ‘FT’ and *fsm* using RNA-Seq revealed a total of 1,872 differentially expressed genes (DEGs). Of these, a number of genes involved in pistil development were identified, such as *PRETTY FEW SEEDS 2* (*PFS2*), *temperature-induced lipocalin* (*TIL*), *AGAMOUS-LIKE* (*AGL*), and *HECATE* (*HEC*). Furthermore, GO and KEGG pathway enrichment analyses of the DEGs suggested that a variety of biological processes and metabolic pathways are significantly enriched during pistil development. In addition, the expression patterns of 16 DEGs, including four pistil development-related genes and 12 floral organ development-related genes, were analyzed using qRT-PCR. A total of 31,272 single nucleotide polymorphisms were specifically detected in *fsm*. These results contribute to shed light on the regulatory mechanisms underlying pistil development in Chinese cabbage.

## Introduction

Floral organ development is the most obvious characteristic of the reproductive stage of flowering plants. The flowers of typical dicotyledonous plants are composed of four wheel-like structures (whorls). The first whorl (from outside to inside) contains the sepals, the second contains the petals, the third contains the stamens, and the innermost whorl contains the carpels, which are the female organs. In recent years, a variety of floral organ mutants have been characterized, leading to the isolation of a series of floral development- and morphogenesis-related genes using various techniques, and the expression patterns and functions of these genes have also been analyzed (Hu et al., 2003; Szécsi et al., 2006; Koyama et al., 2007; Nag et al., 2009; Sarvepalli and Nat, 2011; Lu et al., 2012; Huang et al., 2015). Studies on the commonality and characteristics of floral development in different species can help elucidate the origins and evolution of flowers. Such information would lay the foundation for altering the process of floral development, which might be used to control the flowering process and fertility in plants.

Female sterility has been identified in crops such as wheat (*Triticum aestivum*) (Dou et al., 2001), rice (*Oryza sativa*) (Tang et al., 2002), soybean (*Glycine max*) (Pereira et al., 1997), pearl millet (*Pennisetum glaucum*) (Arthur et al., 1993), ramie (*Boehmeria nivea*) (Zhou, 1996), and rapeseed (*Brassica napus*) (Chen et al., 2003). Studies have been performed on the biological characteristics, development, genetic methods, and potential applications of female sterility (Brown and Bingham, 1984; Luo et al., 1996; Daskalov and Mihailov, 1998; Xiao et al., 1998; Zhong et al., 1998; Li and Zheng, 2002; Liu et al., 2003; Sun et al., 2009). Female-sterile mutants have been used to identify regulatory genes that influence ovule and female gametophyte development. These regulatory genes are involved in nucellar and integument cell development (Schiefthaler et al., 1999; Balasubramanian and Schneitz, 2000, 2002), the regulation of megasporogenesis (Schneitz et al., 1997; Singh et al., 2011; Chevalier et al., 2013), metabolism, division and differentiation, and the developmental regulation of embryo sac cells (Pagnussat et al., 2005; Portereiko et al., 2006; Johnston et al., 2007; Jones-Rhoades et al., 2007; Colombo et al., 2008; Moll et al., 2008; Punwani et al., 2008).

The female-sterile mutants (with abnormal ovule and embryo sac development) have recently been produced through mutagenesis, including chemical mutagenesis, transposon mutagenesis, and T-DNA insertion mutagenesis (Bao et al., 2005; Venkatesan and Monica, 2010). Mutation of genes controlling female organ development, such as carpel development gene *DROPPING LEAF* (*DL*) and ovule development genes *FLORAL BINDING PROTEIN 7* (*FBP7*) and *SHATTERPROOF 1* (*SHP1*) (Cheng et al., 2000; Ferrándiz et al., 2000; Yamaguchi et al., 2004), can lead to female sterility. In addition, such mutations can lead to abnormal ovule or endosperm development, thereby affecting the function of female gametophytes as well as megasporogenesis (Huang and Sheridan, 1996; Siddiqi et al., 2000; Shi et al., 2005). Luo et al. (2001) found that the abnormal pistil development trait in rice mutant *dl(t)* is controlled by a single recessive gene, whose function may be similar to that of *SUPERMAN* (*SUP*), which regulates floral organ development in *Arabidopsis thaliana* (Sakai et al., 1995). The *SUP* inhibits the expression of floral organ development genes in the pistil, functioning as a cadastral gene of stamen and pistil genes (Jacobsen and Meyerowitz, 1997; Nibau et al., 2011). These mutants would be useful for studying female sterility-related proteins, cloning the related genes, and further analyzing their structures and functions, shedding light on the molecular mechanisms underlying sex differentiation and development in floral organs.

The male-sterile line has played an important role in the plant hybrid breeding. The research showed that the female-sterile line can also be used as the pollinator, the pollination distance between the both parents can be reduced, thus improving the hybrid seed yield. Therefore, further studies of female-sterile mutants not only help uncover additional information about floral organ development, but also may provide important basic materials for hybrid breeding (Maruyama et al., 1991; Dou et al., 2001).

Transcriptome analysis, i.e., investigating transcription and the regulation of all genes in an organism at the genome-wide level, is an important component of functional genomics research (Qi et al., 2011; Li et al., 2013). Transcriptome analysis can uncover the global expression patterns of genes and provide information about gene-protein interactions in plants (Filichkin et al., 2010; Montgomery et al., 2010; Faulconnier et al., 2011; Li et al., 2012; Ren et al., 2012; Zhang et al., 2012; Huang et al., 2015). The recent transcriptional profiling studies on the female gametophyte development have demonstrated that the female gametophyte formation is a complicated process, and numerous genes are involved in the regulation of female gametophyte formation in several plant species (Pagnussat et al., 2005; Anderson et al., 2013; Chettoor et al., 2014). Therefore, the female-sterile mutants are ideal for revealing the molecular mechanism of pistil development, and further analyses of the gene expression changes during pistil development are very necessary.

Chinese cabbage (*Brassica campestris* ssp. *pekinensis* [Lour] Olsson), an economically and nutritionally important vegetable crop, is widely cultivated in Northeast Asia. With the completion of genome sequencing of Chinese cabbage (Wang et al., 2011), transcriptome analysis of this crop has become an important field of study. Considering that the female-sterile plants are a powerful tool to study genes involved in the pistil development and investigate gene functions (Arthur et al., 1993; Rosellini et al., 1998, 2003), and thus the female-sterile mutants may be useful for the study of the reproductive system of Chinese cabbage.

In this study, we identified a female-sterile mutant (*fsm*) in Chinese cabbage. To help elucidate the molecular mechanism underlying pistil development, we conducted comparative transcriptome analysis using the Illumina sequencing platform HiSeq^TM^ 2000 to characterize the gene expression profiles in flower buds of *fsm* and the corresponding wild-type line ‘FT’ on a global level. The main objective of this study was to identify differentially expressed genes (DEGs) and potential candidate genes related to pistil development. Our results provide a comprehensive view of the transcriptome of Chinese cabbage, which contributes to increase our understanding of the regulatory mechanisms underlying pistil development in this crop.

## Materials and Methods

### Plant Materials and Mutagenic Treatment

The *fsm* mutant was derived from a Chinese cabbage doubled-haploid (DH) line ‘FT’ via a combination of isolated microspore culture and ethyl methanesulfonate (EMS) mutagenesis. Based on our parallel study (Huang et al., 2016a), the isolated microspores were treated with 0.08% EMS solution for 10 min. The microspore regenerated plants were transplanted to pots and cultivated in the greenhouse for further growth and development.

It is thought that the genetic background between ‘FT’ and *fsm* is highly consistent, with the difference mainly occurring at the mutation sites.

### Morphological Observation

In December 2014, the seeds of ‘FT’ and *fsm* were sown in a greenhouse at Shenyang Agricultural University, China. In March 2015, morphological analyses of ‘FT’ and *fsm* plants were carried out at the full-bloom stage.

#### Floral Organs Observation

Four-wheeled floral organs were directly observed and photographed under a dissecting microscope (Nikon SMZ800, Japan).

#### Identification of Female Sterility

Three ‘FT’ and *fsm* plants were respectively selected, and bagged for 3 days before pollination. Twenty flower buds were randomly selected from each plant, and the artificial self-pollination of ‘FT’ and *fsm* was carried out. Additionally, 20 flower buds were randomly selected from each plant again, and a reciprocal cross between ‘FT’ and *fsm* was performed. After the seeds were mature, the seed setting rates were recorded.

#### Pollen Viability Detection

The anthers were removed from the stamens and the pollen from each anther was extruded onto a slide. The pollen was immersed in 0.1% TTC (2,3,5-triphenyltetrazolium chloride) dye solution, covered with a cover slip, and dyed for 15–20 min at 35–37°C in an incubator. Pollen viability was observed under an optical microscope (Nikon ECLIPSE 80i, Japan).

#### Ovary and Ovule Development Observation

Ten flower buds were randomly selected from ‘FT’ and *fsm* plants, respectively. Flowers on the first flowering day of ‘FT’ and *fsm* were respectively marked and artificially pollinated. The length and width of the ovaries were measured every other day; ovaries were measured six times, and each measurement was performed in three independent experiments. The ovules in the ovary of ‘FT’ and *fsm* on the first flowering day and the 5th day after pollination were respectively observed and compared under a dissecting microscope (Nikon SMZ800, Japan); Accordingly, the pistils on the first flowering day and the 5th day after pollination were fixed using FAA (Formalin-Aceto-Alcohol) fixative and then dyed using safranine and fast green. The detailed procedures of paraffin section were performed according to the traditional method of Li (1996), and the ovule development was observed under an optical microscope (Nikon ECLIPSE 80i, Japan).

### Genetic Analysis

To investigate the inheritance of *fsm*, ‘FT’ (P_1_) and *fsm* (P_2_) were used as the parents to develop the F_1_, BC_1_, and F_2_ populations. Phenotypic data were obtained for each plant of the P_1_, P_2_, F_1_, BC_1_, and F_2_ populations, and the segregation ratios of the BC_1_ and F_2_ populations were analyzed by a Chi-square (χ^2^) test.

### RNA Extraction

In March 2015, developing flower buds were collected from ‘FT’ and *fsm* at the full-bloom stage and used as transcriptome sequencing materials. All samples were immediately frozen in liquid nitrogen and stored at -80°C.

At the full-bloom stage, five ‘FT’ and *fsm* plants were respectively selected, and three inflorescences were randomly selected from each plant. All the flower buds from these inflorescences collected from five ‘FT’ and *fsm* plants were respectively mixed, and the mixed samples were used as a single biological replicate; three independent biological replicates were performed for ‘FT’ and *fsm*.

Total RNA from six samples of ‘FT’ and *fsm* (with three independent biological replicates) was respectively extracted using TRIzol reagent (Invitrogen, USA) following the manufacturer’s instructions, and the DNase treatment was applied during RNA extraction to reduce DNA contamination. The quality and integrity of all RNA samples were assessed with a 2100 Bioanalyzer (Agilent Technologies, USA) and by electrophoresis on 1.0% agarose gels.

### cDNA Library Construction and Illumina Sequencing

To construct six cDNA libraries, equal amounts of total RNA from the three independent biological replicates of ‘FT’ and *fsm* were pooled for RNA-Seq library construction, which were designated F1, F2, F4, M1, M2, and M3, respectively. Oligo (dT)-coated magnetic beads were used to isolate mRNA, which was broken into small fragments by the addition of fragmentation buffer. First-strand cDNA was synthesized with these short fragments serving as templates, and second-strand cDNA was synthesized using the reaction system. The short fragments were purified and subjected to end repair and the addition of sequencing adapters. Following agarose gel electrophoresis, suitable fragments were selected as templates for PCR amplification. Quantification and quality analysis of the constructed libraries were conducted using an Agilent 2100 Bioanalyzer and an ABI StepOnePlus Real-Time PCR System (Li et al., 2011; Huang et al., 2016b). The cDNA libraries were then sequenced on Illumina sequencing platform HiSeq^TM^ 2000 with a paired-end sequencing strategy at Beijing Genomics of Institute (BGI), Shenzhen, China.

### Mapping of Reads to the Reference Genome

Prior to bioinformatic analysis, the raw image data were transformed into sequence data by base calling. Clean reads were obtained by removing reads containing adaptors, reads with more than 10% unknown nucleotides, and low-quality reads with more than 50% bases with a quality value < 20. Clean reads were mapped to the reference genome (Version 1.5)^1^ with SOAPaligner/SOAP2 (Li et al., 2009b), allowing no more than five base mismatches in the alignment.

### Identification of SNPs

The genotype of three biological replicates of ‘FT’ and *fsm* were identical. Therefore, RNA-Seq data from the three biological replicates of ‘FT’ and *fsm* were combined for single nucleotide polymorphism (SNP) identification, respectively. In this study, SNPs were identified using SOAPsnp software (Li et al., 2009a). The SOAPsnp program is a resequencing utility that can detect the consensus sequence for the transcriptome of a sequencing individual based on the alignment of the sequencing reads on the known reference sequence. The SNPs can then be identified on the consensus sequence through the comparison with the reference sequence.

### Assessment of Differential Gene Expression

The expression levels of genes determined by RNA-Seq were normalized by the RPKM (reads per kb per million mapped reads) method, thereby limiting the effects of different gene lengths and sequencing levels on the calculation of gene expression level (Mortazavi et al., 2008). DESeq was applied to identify DEGs based on the RPKM-derived baseMean for each gene between samples (Anders and Huber, 2010). The false discovery rate (FDR) was used as the threshold of *P-*value in multiple tests (Benjamini and Hochberg, 1995). The combination of FDR ≤ 0.001 and the absolute value of log_2_Ratio ≥ 1 were used as the threshold for judging the significance of differences in gene expression (Benjamini and Yekutieli, 2001). More stringent criteria, including smaller FDR and larger fold-change values, can be used to identify DEGs. In the current study, genes with FDR ≤ 0.001 and the absolute value of log_2_ Ratio ≥ 4 were defined as DEGs. In addition, the specifically expressed genes (SEGs) were detected, i.e., genes that were not expressed in one library but had baseMean values ≥ 11 in the other library (Tao et al., 2012).

### Functional Enrichment Analysis of DEGs

To characterize the biological functions and metabolic pathways of the DEGs, the DEGs were subjected to Gene Ontology (GO)^2^ functional analysis (Ashburner et al., 2000) and Kyoto Encyclopedia of Genes and Genomes (KEGG)^3^ pathway enrichment analysis (Kanehisa et al., 2008). Compared to the genome background, the significantly enriched GO terms and KEGG pathways for the DEGs were determined using hypergeometric tests, with the Bonferroni-corrected *P*-value ≤ 0.05 and Q value ≤ 0.05 as the thresholds, respectively (Abdi, 2007).

### Quantitative Real-time PCR (qRT-PCR) Analysis

Total RNA was extracted from the same plant samples of ‘FT’ and *fsm* as those used for RNA-Seq using TRIzol reagent (Invitrogen, USA), and cDNA was synthesized using a FastQuant First-strand cDNA Synthesis kit (Tiangen, Beijing, China) according to the manufacturer’s instructions. The *Actin* and *18S rRNA* were used as internal reference controls (Huang et al., 2015; Chen et al., 2016) and gene-specific primers were designed using Primer Premier 5.0 software. The qRT-PCR analysis was carried out using SYBR Green as a fluorescent detection dye (Tiangen, Beijing, China) and performed on a Bio-Rad IQ5 real time PCR detection system (Bio-Rad, USA). Each reaction contained 9 μl 2.5× Real MasterMix/20× SYBR solution, 2 μL (2 μmol L^-1^) of each forward and reverse primers, 2 μl of diluted cDNA (50 ng), and 5 μl ddH_2_O to a final volume of 20 μL. The qRT-PCR program was performed in 96-well plates under the following cycling conditions: initial activation at 95°C for 3 min, followed by 40 cycles of 95°C for 30 s, 58°C for 30 s, and 68°C for 15 s. This procedure was followed by melting curve analysis from 55 to 95°C to check the specificity of PCR amplification. The 2^-ΔΔCt^ method was employed to calculate the relative expression levels of the target genes (Livak and Schmittgen, 2001). All reactions were performed with three biological and technical replicates, respectively. Differences in gene expression were analyzed using Bio-Rad IQ5 Manager software.

## Results

### Identification and Genetic Analysis of *fsm*

A large number of microspore regenerated plants (M_0_ generation) were obtained using the isolated microspore culture combined with EMS mutagenesis treatment, and the double haploid plants were screened for investigating botanical characteristics. The variant plants were observed and all double haploid plants were selfed in the M_0_ generation. In the M_1_ generation, the variant traits and genetic stability of mutants were further identified.

The *fsm* mutant exhibited the same visible phenotype as wild-type line ‘FT’ in the M_0_ generation. After selfing, segregation of characters appeared in the M_1_ generation (segregation ratio of 196: 54): of the 250 plants, 54 plants showed pistil abortion; other plants with the same phenotype as ‘FT’ were further selfed, revealing that character segregation continued in the offspring. These results suggest that the mutation may have occurred during the spontaneous diploid period rather than during the haploid period during the process of microspore culture and that the mutant gene *fsm* is recessive.

Therefore, to further investigate the inheritance of *fsm*, ‘FT’ (P_1_) and *fsm* (P_2_) were used as the parents. As shown in **Table 1**, the ‘FT’: *fsm* ratio among the BC_1_ progenies produced from the F_1_ × *fsm* backcross was approximately 1: 1 (χ^2^ = 2.07 < χ^2^_0.05,1_ = 3.84). Of the 226 F_2_ plants, 178 and 48 individuals showed the ‘FT’ and *fsm* phenotypes, respectively, which represents a segregation ratio of 3.71: 1. The segregation ratios in the F_2_ population conformed to the expected ratio of 3: 1 (χ^2^ = 1.81 < χ^2^_0.05,1_ = 3.84). These results indicate that the phenotype of *fsm*, which exhibiting stable inheritance, is controlled by a single recessive nuclear gene.

**Table 1:** Genetic analysis of *fsm* and crosses between *fsm* and wild-type line ‘FT.’

Generation	‘FT’	*Fsm*	Total	Segregation ratio	Expected ratio	χ^2^
P_1_ (‘FT’)	105	0	105			
P_2_ (*fsm*)	0	54	54			
F_1_ (P_1_ × P_2_)	170	0	170			
F′_1_ (P_2_ × P_1_)	0	0	0			
BC_1_ (F_1_ × ‘FT’)	206	0	206			
BC_1_ (F_1_ × *fsm*)	97	78	175	1.24: 1	1:1	2.07
F_2_	178	48	226	3.71: 1	3:1	1.81

### Morphological Characteristics of Floral Organs in ‘FT’ and *fsm*

Compared to the wild-type line ‘FT,’ the *fsm* plants exhibited pistil abortion, and the four-wheeled floral organs were also relatively smaller (**Figure 1**). As shown in **Figure 1E**, the pistil parts in *fsm* were significantly thinner and shorter, especially the ovaries.

**FIGURE 1:**
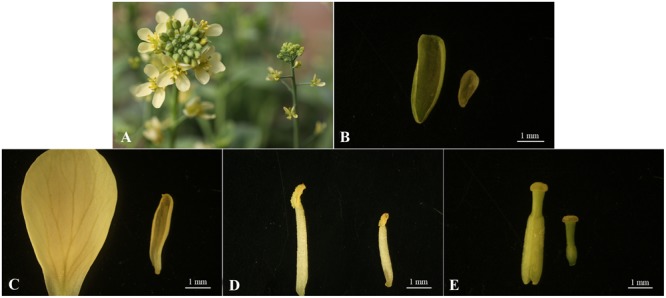
**Morphological characteristics of floral organs from *fsm* and wild-type line ‘FT.’ (A)** Flowers of ‘FT’ (left) and *fsm* (right); **(B)** sepals of ‘FT’ (left) and *fsm* (right); **(C)** petals of ‘FT’ (left) and *fsm* (right); **(D)** stamens of ‘FT’ (left) and *fsm* (right); **(E)** pistils of ‘FT’ (left) and *fsm* (right). Scale bar: 1 mm.

### Female Sterility Analysis of *fsm*

As shown in **Table 2**, compared to the wild-type line ‘FT,’ the *fsm* plants exhibited pistil abortion. Whether the *fsm* mutant was self-pollinated or used as the female parent to accept foreign pollen (wild-type line ‘FT’), the seed setting rates of *fsm* were both zero. The results showed that the female sterility of *fsm* was stable.

**Table 2:** The seed setting rates of self-pollination and reciprocal crosses between *fsm* and wild-type line ‘FT.’

Generation	No. of pollinated flower buds	No. of harvested seeds	No. of seeds per bud
*fsm*⊗	60	0	0
‘FT’ ⊗	60	976	16.27
*fsm* × ‘FT’	60	0	0
‘FT’ × *fsm*	60	628	10.47

### Pollen Viability Observation of *fsm*

The pistils of *fsm* were completely sterile; however, there were small amounts of pollen in the stamens. As shown in **Figure 2**, the pollen of *fsm* was viable. In accordance with the results of **Table 2**, therefore, the fertility of *fsm* stamens was normal.

**FIGURE 2:**
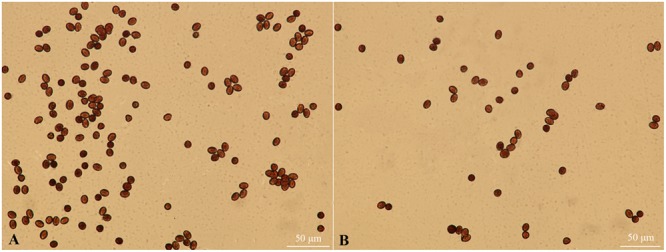
**Pollen viability observation of *fsm* and wild-type line ‘FT.’ (A)** Mature pollen microspores of ‘FT’; **(B)** mature pollen microspores of *fsm*. Scale bar: 50 μm.

### Morphological Comparison of Ovary and Ovule Development in ‘FT’ and *fsm*

In plants, the development of female reproductive organs meant the ovary development, mainly including the development of ovule and formation of embryo sac. To further investigate the female sterility phenotype of *fsm*, the ovary and ovule development in ‘FT’ vs. *fsm* were observed and compared. As shown in **Figure 3**, under artificial pollination conditions, ovary development in *fsm* stopped at the end of flowering. The ovaries gradually became atrophied and yellow, ultimately leading to abscission. By contrast, the ovaries of ‘FT’ were elongated and widened at the end of flowering, and they developed rapidly.

**FIGURE 3:**
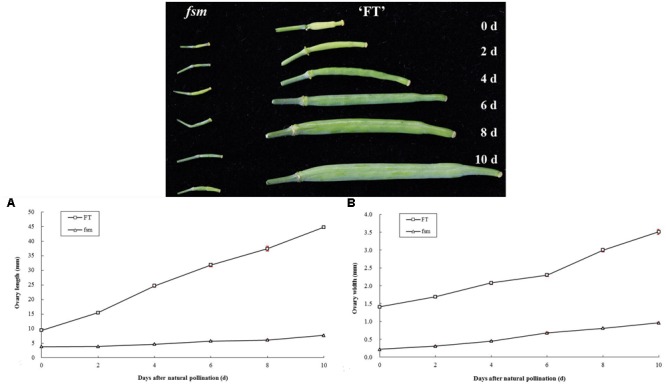
**Ovary development in *fsm* and wild-type line ‘FT’ on different days after artificial pollination. (A)** Dynamic changes of ovary length; **(B)** dynamic changes of ovary width. Each value is the mean of three independent experiments. The *error bars* represent standard error (SE) of the means.

Also, the structural characteristics of ovule development were observed and compared in ‘FT’ and *fsm*. As shown in **Figure 4**, compared with ‘FT,’ the ovules of *fsm* were abnormal, fewer, and smaller. After artificial pollination, the ovules of ‘FT’ were expanded and eventually developed into seeds, whereas the ovules of *fsm* were shriveled and did not develop into seeds. The observation results were in accordance with the results of paraffin section (**Figure 5**).

**FIGURE 4:**
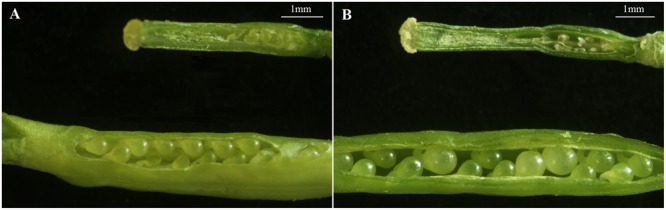
**Structural characteristics of ovules in *fsm* and wild-type line ‘FT.’ (A)** Ovules on the first flowering day in *fsm* (above) and ‘FT’ (below); **(B)** ovules of the 5th day after pollination in *fsm* (above) and ‘FT’ (below). Scale bar: 1 mm.

**FIGURE 5:**
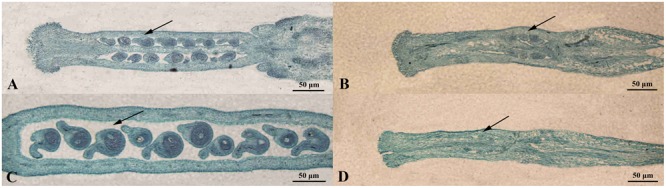
**Morphological comparison of ovule development in *fsm* and wild-type line ‘FT.’ (A)** Ovules on the first flowering day in ‘FT’; **(B)** ovules on the first flowering day in *fsm*; **(C)** ovules of the 5th day after pollination in ‘FT’; **(D)** ovules of the 5th day after pollination in *fsm*. Scale bar: 50 μm.

### Illumina Sequencing and Mapping Reads to the Reference Genome

To help increase our understanding of the regulatory mechanisms underlying pistil development at the molecular level, we performed comparative floral transcriptome analysis of ‘FT’ and *fsm* using RNA-Seq technology.

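RNA was analysed from 3 libraries of ‘FT’ (F1, F2, and F4) and 3 libraries of *fsm* (M1, M2, and M3). Each biological replicate held the flower buds of 5 plants of 1 line, with 3 inflorescences per plant. The methods describe each mixed sample as 1 biological replicate, and they also state that equal amounts of RNA from the replicates were pooled before library construction. The text gives no batch for sequencing or library preparation, so a batch and a line cannot be told apart. The authors aligned the clean reads to the reference genome with SOAP2 and deposited, for each library and gene, the number of reads, described as uniquely matched, the gene length, the percentage of the gene covered by reads, and the RPKM. A gene without reads in a library was taken as 0 reads there. The deposited counts summed to 25402146 reads in F1, 25077713 in F2, 24990396 in F4, 29366538 in M1, 28503514 in M2, and 28118248 in M3. Table 3 of the paper gives other totals of uniquely matched reads, from 22581156 in F4 to 27684983 in M1, and the deposited sums also exceed its totals of all mapped reads. All values here use the deposited counts. At these depths, the smallest share of a library that 3 reads can show lies between 0.102 and 0.120 CPM, and this floor covers counting error only. The counts were normalized with edgeR's TMM method and compared between the lines by edgeR's quasi-likelihood test, over every gene with at least 1 read in at least 1 library, without covariates and with edgeR's default prior count. The paper used DESeq. Its thresholds were kept, so that a DEG had an adjusted p-value of at most 0.001 and an absolute log2 fold change of at least 4. The baseMean values are mean counts normalized by DESeq2's size factors.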

Based on Illumina sequencing, a total of 130,216,688 and 134,955,118 clean reads were generated from the three biological replicates of ‘FT’ and *fsm*, respectively. Of the total clean reads, the number of reads that could be mapped to the reference genome ranged from 23.3 to 28.3 million, and the percentage of cleans reads ranged from 53.95 to 61.52% in the six libraries. As shown in **Table 3**, the overwhelming majority of these mapped reads were matched to unique genomic locations. The uniquely matched reads were used for gene expression analysis between ‘FT’ and *fsm*. These transcriptomes provide valuable resources for further analysis.

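The libraries of each line were compared gene by gene before they were used as replicates. Pearson's r of log2(CPM + 1) across genes was 0.997 in each of the 6 pairs of libraries of the same line, and it ranged from 0.852 to 0.855 in the 9 pairs of 1 ‘FT’ and 1 *fsm* library. These coefficients are across genes, which are not independent replicates. In a chi-square comparison over genes with at least 20 reads in a pair, the statistic per gene was between 3.01 and 7.37 within a line and between 375 and 388 between lines, where 1 is the value of sampling noise alone. Each pair differed by more than the sampling noise, which library preparation alone can also bring about, so these values do not show whether RNA was pooled between replicates. All 6 libraries were counted as separate samples, as the paper does. The spread between libraries of a line corresponded to a common biological coefficient of variation of 0.0644.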

**Table 3:** Reads statistics based on RNA-Seq data of six libraries from *fsm* and wild-type line ‘FT.’

Summary	F1	F2	F4	M1	M2	M3
Total clean reads	43,518,072	43,433,878	43,264,738	46,054,444	44,645,322	44,255,352
Total base pairs	5,439,759,000	5,429,234,750	5,408,092,250	5,756,805,500	5,580,665,250	5,531,919,000
Total mapped reads	23,522,184 (54.05%)	23,450,417 (53.99%)	23,339,692 (53.95%)	28,329,921 (61.51%)	27,464,883 (61.52%)	27,164,647 (61.38%)
Perfect match reads	13,181,506 (30.29%)	13,175,823 (30.34%)	13,074,384 (30.22%)	15,992,485 (34.73%)	15,568,851 (34.87%)	15,373,270 (34.74%)
≤5 bp mismatch reads	10,340,678 (23.76%)	10,274,594 (23.66%)	10,265,308 (23.73%)	12,337,436 (26.79%)	11,896,032 (26.65%)	11,791,377 (26.64%)
Unique match reads	22,821,592 (52.44%)	22,606,654 (52.05%)	22,581,156 (52.19%)	27,684,983 (60.11%)	26,845,981 (60.13%)	26,548,687 (59.99%)
Multi-position match reads	700,592 (1.61%)	843,763 (1.94%)	758,536 (1.75%)	644,938 (1.40%)	618,902 (1.39%)	615,960 (1.39%)
Total unmapped reads	19,995,888 (45.95%)	19,983,461 (46.01%)	19,925,046 (46.05%)	17,724,523 (38.49%)	17,180,439 (38.48%)	17090705 (38.62%)

*Total mapped reads are the sum of perfectly match reads and reads with **≤**5 bp mismatch, or the sum of uniquely matched reads and multi-position matched reads. Numbers in parentheses indicate the percentages of total clean reads in each library.*

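In the deposited counts, 35616 genes had at least 1 read in at least 1 of the 6 libraries, and 29795 genes had reads in all 6. Reads were present only in ‘FT’ libraries for 1405 genes and only in *fsm* libraries for 1242 genes. Most of these line-limited genes had few reads, with a median of 3 reads over the libraries in either line, which is at the limit of detection.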

A total of 36,120 genes were detected in ‘FT’ and *fsm*. 

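Counted per library, 32844 ± 8.08 genes (mean ± SD, n = 3) had at least 1 read in ‘FT’ and 32660 ± 18.0 (SD, n = 3) in *fsm*. Each ‘FT’ library had more detected genes than each *fsm* library, although the *fsm* libraries held more reads (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With a minimum of 5 reads, the means fell to 30134 ± 21.5 genes (SD) in ‘FT’ and 29858 ± 25.8 in *fsm*. With a minimum RPKM of 1, they were 26516 ± 29.9 and 25824 ± 106, respectively.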

Among these, 32,843 (F1), 32,853 (F2), 32,837 (F4), 32,675 (M1), 32,640 (M2), and 32,665 (M3) expressed genes were identified from the six libraries, respectively (**Supplementary Table S1**). To further evaluate the RNA-Seq data, we analyzed the distribution of gene coverage in each library, representing the percentage of a gene covered by reads. 

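The deposited percentage of each gene covered by reads was above 90% for 22480 genes in F1, 22519 in F2, 22471 in F4, 21419 in M1, 21095 in M2, and 21100 in M3. As a share of the genes detected in the library, this was 68.5% ± 0.0613 (SD, n = 3) in ‘FT’ and 64.9% ± 0.543 (SD, n = 3) in *fsm*. The share was higher in each ‘FT’ library than in each *fsm* library (two-sided exact permutation test, p = 0.1, the smallest p possible). The choice that moved it most was a limit of 80% in place of 90%, which gave 77.3% in ‘FT’ and 75.3% in *fsm*.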

As shown in **Figure 6**, genes with coverage > 90% were the most abundant category, accounting for 65–69% of the total number of genes. The second most abundant category was gene coverage of 80–90%, while the percentages of gene coverage for the remaining eight categories were similar.

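The class of 80 to 90% coverage held 8.85% ± 0.118 (SD, n = 3) of the detected genes in ‘FT’ libraries and 10.4% ± 0.326 (SD, n = 3) in *fsm* libraries. In all 6 libraries it was the second largest class. Each of the other 8 classes held between 0.612% and 5.77% of the genes of a library.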

**FIGURE 6:**
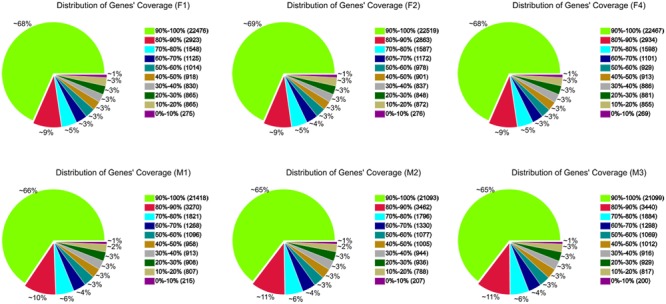
**Distribution of gene coverage in *fsm* and wild-type line ‘FT.**’

### Identification of SNPs

A total of 167,837 and 155,448 SNPs were identified in ‘FT’ and *fsm*, respectively (**Supplementary Tables S2, S3**). As shown in **Table 4**, the most common base substitutions were A/G and C/T, and the least common was C/G. In addition, the SNPs between ‘FT’ and *fsm* were further analyzed and compared, among these SNPs, 43,661 and 31,272 SNPs were specifically detected in ‘FT’ and *fsm*, respectively (**Supplementary Tables S4, S5**).

**Table 4:** Summary of single nucleotide polymorphism (SNP) types identified in *fsm* and wild-type line ‘FT.’

SNP type	‘FT’	*fsm*
Transition	93,291 (55.58%)	89,372 (57.49%)
A/G	46,987 (28.00%)	43,980 (28.29%)
C/T	46,304 (27.59%)	45,392 (29.20%)
Transversion	74,546 (44.42%)	66,076 (42.51%)
A/C	19,933 (11.88%)	18,010 (11.59%)
A/T	19,551 (11.65%)	16,648 (10.71%)
C/G	15,990 (9.53%)	14,282 (9.19%)
G/T	19,072 (11.36%)	17,136 (11.02%)
Total	167,837	155,448

*Numbers in parentheses indicate the percentages of total number of SNPs in ‘FT’ and *fsm*, respectively.*

### Global Analysis of Differential Gene Expression

Comparative analysis of the gene expression profiles between ‘FT’ and *fsm* were conducted to identify DEGs. A total of 1,872 DEGs were detected, including 1,021 up-regulated and 851 down-regulated genes in the *fsm* vs. ‘FT’ comparison, respectively. Therefore, the number of up-regulated DEGs in *fsm* is higher than the number of down-regulated DEGs (**Supplementary Table S6**).

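Of the 35616 genes tested, 1873 passed both thresholds in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1038 with more reads in *fsm* and 835 with fewer. For each of these 1873 genes, the normalized counts of all 3 libraries of 1 line lay above those of all 3 libraries of the other. The list of the paper in Table S6 was compared with these genes. Of the 1871 genes read from that table, 1805 were also called here, and the other 66 had an absolute log2 fold change below 4 in edgeR. The direction was the same for all 1871, which could hardly differ for such large changes in the same counts. The largest change from a processing choice came from the paper's first threshold, an absolute log2 fold change of at least 1, which 13069 genes passed. With DESeq2's test in place of edgeR's, 1855 genes passed. Only the replicate numbers 1 and 2 occur in both lines. With the replicate number as a block over these 4 libraries, 1750 genes passed. In the deviations from the line means, the mean r of the 2 same-numbered pairs of libraries was 0.00769 across 29242 genes. Centring fixes the mean of the other 7 pairs, whose single values ranged from -0.142 to 0.126.

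**Figure D1:**
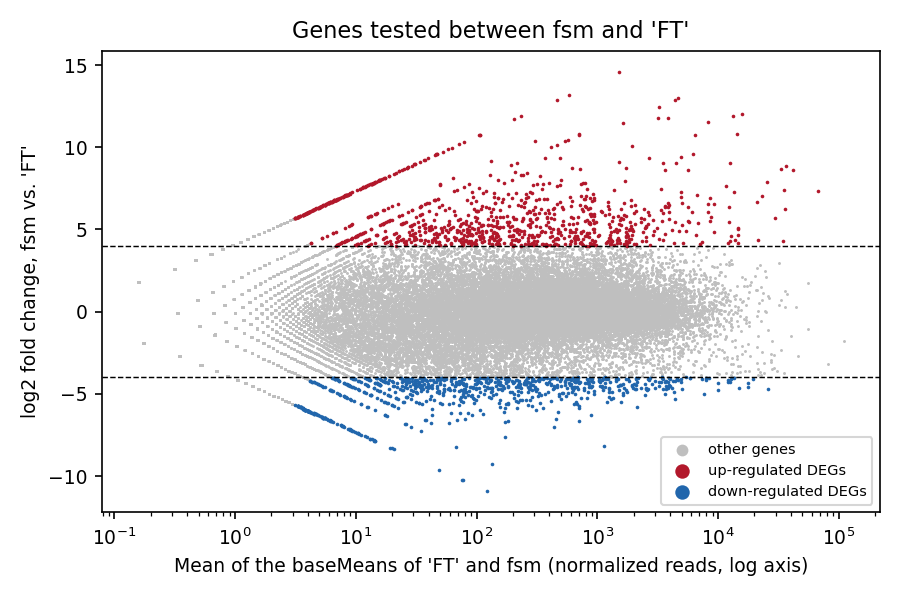
The log2 fold change of each gene between *fsm* and ‘FT’ is plotted against the mean of its baseMeans in the 2 lines, on a log axis. The dashed lines mark changes of 4 and -4, the 1038 up-regulated DEGs lie above them, and the 835 down-regulated DEGs lie below.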

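More up-regulated than down-regulated DEGs were found under each alternative. Normalization by total counts gave the smallest margin at this threshold, with 987 up-regulated and 900 down-regulated genes. A prior count of 2 in the log2 fold change gave 715 and 441 genes. When each library was left out in turn, between 948 and 1011 genes were up-regulated and between 726 and 807 were down-regulated. At an absolute log2 fold change of at least 1, the numbers were 6657 and 6412.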

We also detected a number of SEGs in this study. A total of 178 SEGs were identified between ‘FT’ and *fsm*, including 49 SEGs in ‘FT’ and 129 in *fsm* (**Supplementary Table S7**).

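Under the paper's definition, 131 genes had 0 reads in the 3 ‘FT’ libraries and a baseMean of at least 11 in *fsm*, and 50 genes had 0 reads in the 3 *fsm* libraries and a baseMean of at least 11 in ‘FT’. Of these, 128 and 49 are in Table S7, respectively. The minimum baseMean moved these numbers most. With a minimum of 5, there were 236 SEGs in *fsm* and 160 in ‘FT’, and with a minimum of 22 there were 69 and 17. If 1 read in the other line was allowed, 157 and 81 genes passed.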

### DEGs Related to Pistil Development

The morphological characterization suggested that the presence of the mutant gene *fsm* likely influenced pistil development (especially the presence of abnormal ovules), and thus the fertilization process cannot be accomplished, ultimately leading to female sterility.

To identify potential genes related to pistil development, we compared the gene expression profiles of ‘FT’ and *fsm*. Among the DEGs, a number of pistil development-related genes were identified, including genes for *PRETTY FEW SEEDS 2* (*PFS2*; *Bra026791*), *temperature-induced lipocalin* (*TIL*; *Bra020391*), *AGAMOUS-LIKE* (*AGL*; *Bra029154*), and *HECATE* (*HEC*; *Bra012128*). 

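The pistil development-related genes *TIL*, *HEC*, and *PFS2* had more reads in each *fsm* library than in each ‘FT’ library. *TIL* (*Bra020391*) had a baseMean of 1850 ± 221 (SD, n = 3) in *fsm* and 15.3 ± 2.52 (SD, n = 3) in ‘FT’, a log2 fold change of 6.93 (standard error 0.14, adjusted p = 8.7e-37 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *HEC* (*Bra012128*), which Table S6 describes as HEC1, the baseMean was 44.8 ± 7.43 against 0.689 ± 1.19, and the log2 fold change was 5.80 (standard error 0.60, adjusted p = 9.1e-12, edgeR). *PFS2* (*Bra026791*) had few reads, with 0, 1, and 2 reads in F1, F2, and F4 and 13, 28, and 20 reads in M1, M2, and M3. Its log2 fold change was 4.08 (standard error 0.73, adjusted p = 3.8e-06, edgeR), and it ranged from 3.54 to 4.94 when each library was left out in turn, so that its place above the threshold of 4 depended on single libraries.

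**Figure D2:**
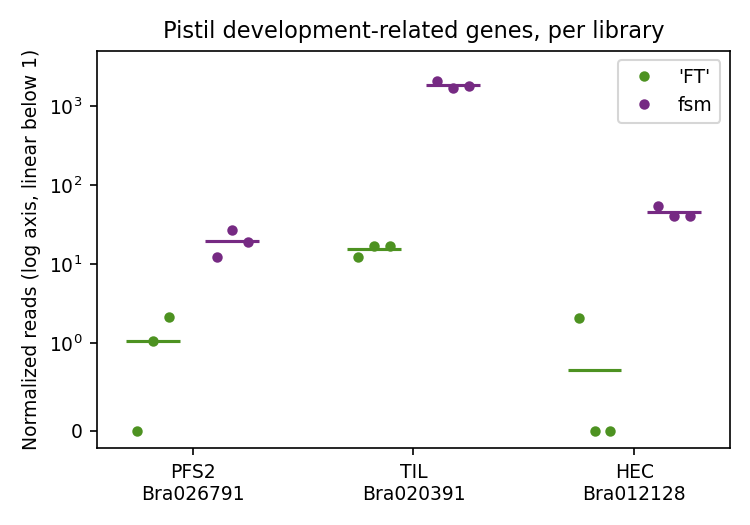
Normalized reads of 3 pistil development-related genes are shown per library, on an axis that is logarithmic above 1 and linear below. Points are libraries and bars are line means, and every *fsm* point lies above every ‘FT’ point of the same gene.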

In the *fsm* vs. ‘FT’ comparison, these genes were up-regulated, with relatively high expression levels (**Supplementary Table S6**), providing clues about the molecular mechanisms underlying female sterility.

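Expression levels were ranked by mean RPKM among all genes with reads in *fsm*. *TIL* was at the 93.7th percentile, with a mean RPKM of 90.7. *HEC* was at the 33.5th percentile, with an RPKM of 2.50, and *PFS2* at the 23.6th, with 0.913. In ‘FT’, the highest of these 3 was *TIL*, at the 20.6th percentile. From the higher expression of these genes in *fsm*, the paper proposes that they give clues to how female sterility arises.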

The *fsm* mutant not only exhibited pistil abortion, but the floral organs were also relatively smaller compared to the wild-type line ‘FT’ (**Figure 1**). Consequently, numerous DEGs involved in floral organ development were also identified in this study, such as genes encoding F-box family protein (*Bra001764, Bra004091, Bra027182*, and so on), JASMONATE-ZIM-DOMAIN PROTEIN (JAZ; *Bra022981, Bra025713*, and *Bra031065*), *VANGUARD 1* (*VGD 1*; *Bra000438* and *Bra040474*), *FLOWERING LOCUS T* (*FT*; *Bra022475*), polygalacturonase (PG; *Bra001268, Bra001269, Bra025631*, and so on), *MYB* family transcription factors (*Bra012579, Bra013526*, and *Bra028717*), Arabinogalactan proteins (AGPs; *Bra003296, Bra014611, Bra016902*, and so on), *EARLY FLOWERING 4-LIKE 1* (*EFL1*; *Bra000468*), pectinesterase family protein (*Bra009264, Bra009921, Bra034960*, and so on), *BROTHER OF FT AND TFL1* (*TERMINAL FLOWER 1*) protein (*BFT*; *Bra010052*), especially for *Auxin-Regulated Gene Involved In Organ Size* (*ARGOS*; *Bra007491*), which can regulate the floral organ size in *Arabidopsis thaliana* (Hu et al., 2003). 

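The 24 genes named here were all present in the deposited counts, and for each the 3 libraries of 1 line lay above the 3 of the other. In edgeR, 22 of them passed both thresholds. With the replicate number as a block over the 4 libraries numbered 1 and 2, *Bra004091* and *Bra007491* no longer did. With all 6 libraries, the 2 exceptions were the *MYB* genes *Bra012579* and *Bra028717*. Their log2 fold changes were -3.83 (standard error 0.92) and -3.92 (standard error 0.93). Both had few reads, with ‘FT’ baseMeans of 10.8 and 11.5. When each library was left out in turn, the log2 fold changes ranged from -4.18 to -3.33 and from -6.52 to -3.42. The largest increase was that of *BFT* (*Bra010052*), from 1.38 ± 1.20 (SD, n = 3) to 339 ± 35.5 (SD, n = 3), a log2 fold change of 7.83 (standard error 0.29, adjusted p = 6.8e-27 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest decrease was that of the PG gene *Bra025631*, with a log2 fold change of -5.92 (standard error 0.43, adjusted p = 1.8e-16, edgeR). It had only 1, 1, and 2 reads in M1, M2, and M3. The AGP gene *Bra003296* had -5.89 (standard error 0.12), so the order of these 2 genes is not certain. With a prior count of 2, they had -4.73 and -5.78, respectively. The 3 AGP genes share the description AGP23 in Table S6, and the 2 *VGD1* genes share another. How reads that match several such copies were counted was not tested.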

Most of these genes were highly expressed in the *fsm* vs. ‘FT’ comparison (**Supplementary Table S6**).

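Of these 24 genes, 10 had more reads in *fsm* and 14 had fewer. The 10 genes that increased were the 3 JAZ genes, *FT*, *EFL1*, *BFT*, *ARGOS*, the *MYB* gene *Bra013526*, and the pectinesterase genes *Bra009921* and *Bra034960*, with log2 fold changes from 4.02 to 7.83. Their median expression in *fsm* was at the 68.9th percentile of the genes with reads, and they ranged from the 23.5th to the 98.8th. The 14 that decreased were the 3 F-box genes, both *VGD1* genes, the 3 PG genes, the 3 AGP genes, the other 2 *MYB* genes, and the pectinesterase gene *Bra009264*. Several of the decreased genes were among the most highly expressed in ‘FT’. The *VGD1* gene *Bra000438* had a baseMean of 37168 ± 846 (SD, n = 3) in ‘FT’ and 2101 ± 140 (SD, n = 3) in *fsm*, and the PG gene *Bra001269* had 25792 ± 599 and 1528 ± 54.8.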

Overall, these genes may play important roles in floral organ development in Chinese cabbage. Further investigating possible pistil development-related genes would help elucidate the gene expression patterns and regulatory mechanisms involved in the female sterility phenotype of *fsm*.

### Functional Enrichment Analysis of DEGs Using GO Classification and KEGG Pathway Analysis

To gain insight into the biological functions of the DEGs, all DEGs in the *fsm* vs. ‘FT’ comparison were mapped to GO terms using GO functional category analysis. For the three main GO categories, DEGs assigned to “biological process” (1,084, 57.9%) accounted for the majority of genes, followed by “molecular function” (1,077, 57.5%) and “cellular component” (960, 51.3%). Among these, the terms “cellular process” (GO: 0009987) and “metabolic process” (GO: 0008152), with 648 genes (59.8%) and 669 genes (61.7%), respectively, were dominant in the biological process category. In the molecular function category, the terms “binding” (GO: 0005488; 677, 62.9%) and “catalytic activity” (GO: 0003824; 638, 59.2%) were the most highly represented. In the cellular component category, “cell” (GO: 0005623; 780, 81.2%), “cell part” (GO: 0044464; 780, 81.2%), and “intracellular” (GO: 0005622; 606, 63.1%) were the most abundant groups (**Figure 7**).

**FIGURE 7:**
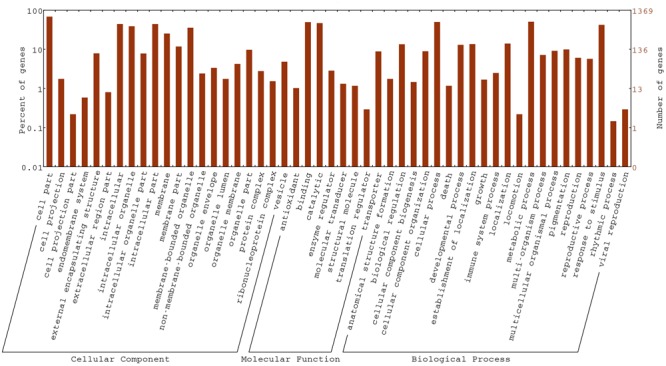
**Gene ontology (GO) functional classification of DEGs in the *fsm* vs. ‘FT’ comparison**.

We also performed GO term enrichment analysis (corrected *P*-value ≤ 0.05). The significantly enriched GO terms were shown in **Supplementary Table S8**. In addition, GO analysis revealed a number of GO terms related to floral organ development, including gynoecium development (*Bra012128* and *Bra000979*), pollen tube growth (*Bra037213* and *Bra034771*), floral organ morphogenesis (*Bra012128, Bra000979* and *Bra026791*), pollen tube development (*Bra012579, Bra037213*, and *Bra034771*), floral organ formation (*Bra012128* and *Bra000979*), floral organ development (*Bra012128, Bra001005, Bra000979, Bra026791, Bra033931*, and *Bra012639*), floral whorl development (*Bra012128* and *Bra000979*), pollen development (*Bra037213, Bra003255*, and *Bra020195*), and flower development (*Bra012639, Bra012128, Bra001005, Bra000979, Bra026791*, and *Bra033931*, and so on).

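Besides *Bra012128*, *Bra026791*, and *Bra012579*, 8 genes are named for these terms, and all 8 passed both thresholds in edgeR. In *fsm*, 4 of them increased and 4 decreased. The gynoecium and floral organ gene *Bra000979*, a bHLH transcription factor in Table S6, had a baseMean of 5.57 ± 2.20 (SD, n = 3) in ‘FT’ and 184 ± 5.28 (SD, n = 3) in *fsm*, a log2 fold change of 5.04 (standard error 0.26, adjusted p = 1.1e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Bra001005* increased most, by a log2 fold change of 6.22 (standard error 0.14). Both genes of the term pollen tube growth decreased. *Bra037213* changed from 6360 ± 409 to 328 ± 51.3, a log2 fold change of -4.26 (standard error 0.09), and *Bra034771*, described as RABA4D, had a log2 fold change of -4.14 (standard error 0.24). The pollen development genes *Bra003255* and *Bra020195*, both described as fatty acid reductases, increased, with log2 fold changes of 5.14 (standard error 0.49) and 4.39 (standard error 0.17). *Bra003255* had 0, 5, and 0 reads in F1, F2, and F4. Its log2 fold change ranged from 4.58 to 9.05 when each library was left out in turn. *Bra033931* and *Bra012639* decreased by 4.45 and 4.65 on the log2 scale, with baseMeans of 0.631 and 0.952 in *fsm*. In the fits that each left out one library, their log2 fold changes ranged from -4.80 to -3.95 and from -7.76 to -4.12.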

To identify genes involved in metabolic or signal transduction pathways, a total of 949 DEGs were mapped to 226 KEGG pathways. Metabolic pathways (ko01100; 218, 22.97%) was the largest category, which was significantly larger than other pathways, followed by biosynthesis of secondary metabolites (ko01110; 131, 13.80%), plant-pathogen interaction (ko04626; 126, 13.28%), plant hormone signal transduction (ko04075; 103, 10.85%), and protein processing in endoplasmic reticulum (ko04141; 51, 5.37%). In addition, the KEGG enrichment analysis of DEGs was performed in this study. As shown in **Table 5**, a total of eight KEGG pathways were significantly enriched. These results indicated that a variety of genetic and active metabolic pathways were involved in pistil development, which laid the foundation for further investigating specific processes, functions, and pathways underlying female sterility in Chinese cabbage.

**Table 5:** Significantly enriched KEGG pathways of DEGs in *fsm* vs. ‘FT.’

Pathway	DEGs (%)	Total DEGs	Q-value	Pathway ID
Metabolism of xenobiotics by cytochrome P450	19 (2%)	949	1.06E-05	Ko00980
Plant-pathogen interaction	126 (13.28%)	949	4.72E-05	Ko04626
Drug metabolism – cytochrome P450	19 (2%)	949	5.16E-05	Ko00982
Protein processing in endoplasmic reticulum	51 (5.37%)	949	2.36E-03	Ko04141
Carotenoid biosynthesis	24 (2.53%)	949	2.36E-03	Ko00906
Glutathione metabolism	20 (2.11%)	949	2.74E-03	Ko00480
Antigen processing and presentation	18 (1.9%)	949	2.45E-02	Ko04612
Plant hormone signal transduction	103 (10.85%)	949	2.45E-02	Ko04075

*DEGs: number of DEGs with specific pathway annotations. Total DEGs: total number of DEGs with pathway annotations. Percentage (%) = 100% × (number of DEGs)/total number of DEGs.*

### Analysis of the Gene Expression Patterns by qRT-PCR

To help confirm the differential expression patterns of the DEGs detected by RNA-Seq, we performed qRT-PCR analysis of various DEGs. A total of 16 DEGs, including four pistil development-related genes (*Bra026791, Bra020391, Bra029154* and *Bra012128*) and 12 floral organ development-related genes (*Bra001764, Bra031065, Bra022475, Bra000468, Bra010052, Bra007491, Bra000438, Bra001268, Bra019903, Bra009921, Bra003296*, and *Bra021235*) were selected for qRT-PCR analysis (**Supplementary Table S9**). As shown in **Figure 8**, the gene expression patterns obtained by qRT-PCR showed the similar trends as those of RNA-Seq data, thus supporting the reliability of our transcriptome analysis.

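In the RNA-Seq counts, the 15 genes reported here all had the direction shown in Figure 8 with an adjusted p-value of at most 0.001 in edgeR, 9 of them with higher and 6 with lower expression in *fsm*. The absolute log2 fold changes ranged from 4.03 to 7.83, and the standard errors from 0.06 to 1.45. The least certain was *ARGOS* (*Bra007491*), whose adjusted p-value was the highest of the 15 (adjusted p = 0.00031 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and rose above the threshold whenever any 1 library was left out, so that 14 genes kept their direction with an adjusted p-value of at most 0.001 in each of those 6 fits. Of these 14, *Bra026791*, *Bra019903*, and *Bra001268* had an absolute log2 fold change below 4 in 1 or 2 of the fits. Among the 12 floral organ genes, *Bra019903* and *Bra021235* encode pectin methylesterase inhibitors by their descriptions in Table S6, and their log2 fold changes were -4.06 (standard error 0.10) and -5.27 (standard error 0.19).

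**Figure D3:**
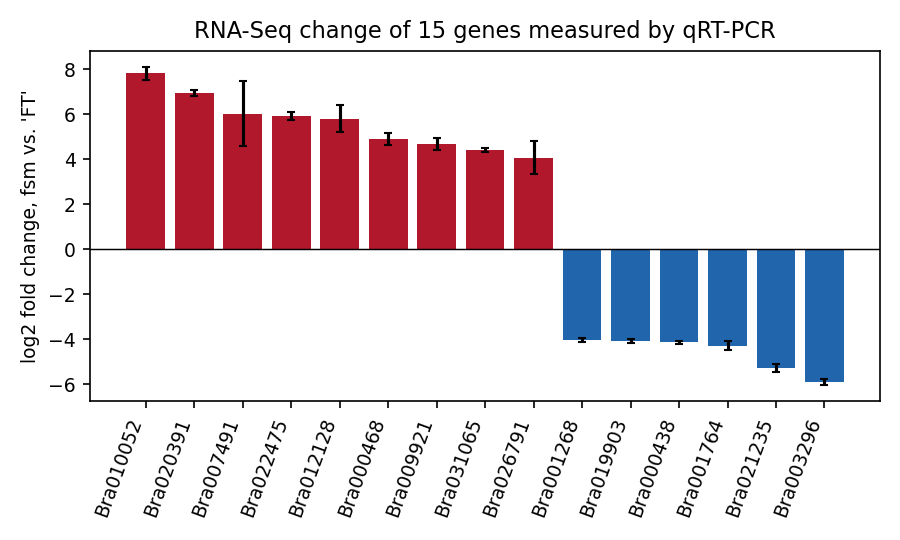
Bars give the RNA-Seq log2 fold change between *fsm* and ‘FT’ of 15 genes measured by qRT-PCR, and whiskers give its standard error. There are 9 positive bars and 6 negative ones, and the widest whisker, of 1.45, belongs to *Bra007491*.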

**FIGURE 8:**
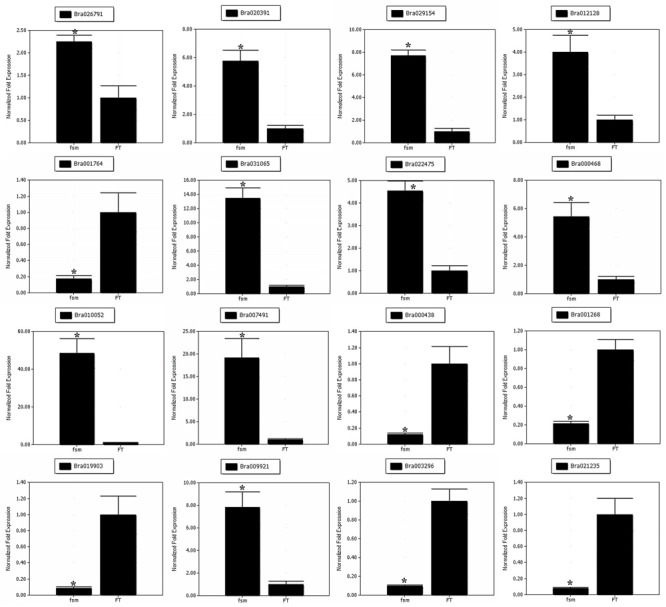
**Quantitative real-time polymerase chain reaction (qRT-PCR) analysis of gene expression patterns**. The relative expression levels of 16 DEGs identified by RNA-Seq analysis are shown. The gene expression analysis was performed based on three biological and technical replicates, respectively. ^∗^Significantly different at a level of 0.05 by *t*-test, and the statistical analysis was conducted using SPSS16.0 (Chicago, IL, USA).

## Discussion

In this study, we identified the *fsm* mutant in Chinese cabbage, which exhibited stable inheritance. Based on a comparison with ‘FT,’ we speculate that the mutant gene in *fsm* likely influences ovule development, which further affects normal fertilization process, eventually leading to female sterility. Comparative transcriptome analysis of ‘FT’ and *fsm* showed that a number of DEGs are related to pistil development, and numerous DEGs involved in floral organ development were also identified. Further investigating these DEGs may increase our understanding of the regulatory mechanisms underlying female sterility.

The previous study has reported that the microspore culture enjoyed the characteristic of spontaneous doubling, requiring no artificial doubling treatment, and a high percentage of spontaneous diploids were found in *Brassica campestris* (Zhang and Ting Guan, 1993). The research on the combination of isolated microspore culture and EMS mutagenesis indicated that the frequency of spontaneous diploids were approximately 76.4% in Chinese cabbage (Huang et al., 2016a). In this study, the *fsm* mutant is different from previously reported mutants (Huang et al., 2015, 2016b). In general, the mutation occurred during the haploid microspore period, however, the mutation of the *fsm* mutant occurred during the spontaneous diploid period, and the mutant gene *fsm* was recessive. Given this, the *fsm* mutant exhibited the same visible phenotype as wild-type line ‘FT’ in the M_0_ generation, and segregation of characters appeared in the M_1_ generation, which exhibiting the mutant character.

The female-sterile mutants represent important materials for exploring floral organ-specific gene regulation and function. In the present study, genetic analysis indicated that the mutant phenotype of *fsm* is controlled by a single recessive nuclear gene, however, fine mapping of *fsm* remains to be performed. The results of gene mapping and our transcriptome analysis could be combined to further investigate candidate genes in *fsm*, especially the DEGs identified between ‘FT’ and *fsm*, as well as SNPs specifically detected in *fsm* based on the RNA-Seq results. 

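The 5 DEGs with the largest decrease in *fsm*, among those with a baseMean of at least 11 in ‘FT’, were *Bra038121*, *Bra034625*, *Bra013061*, *Bra024736*, and *Bra009736*. The first 4 had no read in any *fsm* library. *Bra038121*, an ATPase coupled to transmembrane movement in Table S6, had 204, 245, and 255 reads in F1, F2, and F4, a log2 fold change of -10.94 (standard error 0.45, adjusted p = 1.9e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Bra034625* and *Bra013061* had ‘FT’ baseMeans of 154 ± 16.7 (SD, n = 3) and 152 ± 12.2 (SD, n = 3), and the second is described as a putative auxin-responsive protein. *Bra024736* had 98.4 ± 6.54. *Bra009736*, a hypothetical protein, had 270 ± 7.26 in ‘FT’ and a single read in M1, a log2 fold change of -9.24 (standard error 0.35). For a gene with 0 reads in 1 line, the size of the log2 fold change depends on the prior count: with a prior count of 2, that of *Bra038121* was -6.95. The order and the list of the 5 genes depend on it as well. With this prior count, *Bra009736* had -6.87 and *Bra024736* had -5.65, a smaller decrease than the -5.78 of the AGP gene *Bra003296*.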

The DEGs with most dramatically reduced expression levels in the *fsm* mutant could be candidates of the mutant gene, which would be responsible for the pistil developmental phenotype in *fsm*. Further investigating the *fsm* gene may help reveal the regulatory mechanisms underlying pistil development in Chinese cabbage. In addition, the developed SNPs markers represent a rich source of valuable molecular markers, which are widely used for genetic mapping and genetic diversity analysis in plants (Blair et al., 2013; Frascaroli et al., 2013). In this study, finding SNPs between ‘FT’ and *fsm* is especially useful, as some SNPs specifically detected in *fsm* may be directly related to the mutant phenotype.

Morphological observations suggested that the abnormal ovules in *fsm* likely influenced normal fertilization process, ultimately leading to female sterility. Therefore, identifying genes involved in pistil development would facilitate the analysis of female sterility. *PRETTY FEW SEEDS2* (*PFS2*) is primarily expressed in developing primordia, and its transcripts are most abundant in developing ovules. *PFS2* encodes a homeodomain protein that plays a prominent role during ovule patterning by regulating the differentiation of megaspore mother cells and cell proliferation of maternal integuments (Park et al., 2004). *AGAMOUS* (*AG*) can regulate ovule development and floral development (Becker and Theissen, 2003), and the research has showed that the ovule development is closely related to the level of *PFS2* activity, which can repress *AG* expression in *Arabidopsis thaliana* (Park et al., 2005). In the present study, the up-regulation of *PFS2* (*Bra026791*) detected in *fsm* vs. ‘FT’ may inhibit the *AG* expression, and thus affect ovule development of *fsm*. The female gametophyte development is a complicated process, and numerous genes are involved in its regulation in *Arabidopsis thaliana* (Wang et al., 2012). The *temperature-induced lipocalin* (*TIL*), which is mainly expressed in the embryo sacs of ovules, plays an essential role in female gametophyte development. Mutation of *TIL* causes ovule abortion and sometimes seed abortion, ultimately leading to low seed set (Chang et al., 2014). In the MADS-box gene family, *AGAMOUS* (*AG*) gene plays an important role in regulating floral carpel and ovule development (Alvarez-Buylla et al., 2000; Becker and Theissen, 2003). The related studies indicated that the *AGAMOUS-LIKE 6* (*AGL6*) gene played an essential role in the floral development (Rijpkema et al., 2009). In *Arabidopsis thaliana, AGL6* gene was mainly expressed in the ovule and not expressed in the stamens (Schauer et al., 2009), however, the *AGL13* gene was expressed in both ovule and stamens, and had the function of regulating stamen and pistil development (Hsu et al., 2014). In addition, the *AGL23* gene had an effect on the female gametophyte development (Colombo et al., 2008). The gene function of *AGL62* was similar to *AGL61*, which interacted with *AGL80*, and they were jointly associated with the differentiation of central cells in the female gametophyte (Portereiko et al., 2006; Bemer et al., 2008; Kang et al., 2008). The basic helix-loop-helix (bHLH) transcription factors, *HECATE 1* (*HEC1*), *HEC2* and *HEC3* genes are involved in the transmitting tract formation and stigma development, and the *HEC* activity is very necessary in the developing gynoecium in *Arabidopsis thaliana* (Gremski et al., 2007). In addition, the *HEC* genes can regulate both auxin and cytokinine signaling during gynoecium development (Schuster et al., 2015). Therefore, the interaction of these DEGs related to pistil development may influence ovule development, ultimately resulting in the pistil abortion phenotype of *fsm*.

In this study, the *fsm* plants not only exhibited pistil abortion, but the floral organs were also relatively smaller compared to the wild-type line ‘FT.’ The floral organ size is closely related to the floral morphology and function in plants (Horiguchi et al., 2006). The two cellular processes, cell proliferation and cell growth, can control the final size of floral organs during the process of floral development (Horiguchi et al., 2006; Krizek and Anderson, 2013). The research has shown that the *ARGOS* gene can control the floral organ size in *Arabidopsis thaliana*, with the up-regulation or down-regulation of *ARGOS* gene, the size of floral organs would be increased or decreased accordingly (Hu et al., 2003). The homologous gene of *ARGOS* has been isolated from Chinese cabbage, and the overexpression of *ARGOS* gene can make a significant increase in the leaves and floral organs in *Arabidopsis thaliana* (Hu et al., 2003, 2006; Feng et al., 2011). 

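*ARGOS* (*Bra007491*) had 0 reads in F1, F2, and F4 and 12, 8, and 5 reads in M1, M2, and M3. Its baseMean in *fsm* was 7.88 ± 3.24 (SD, n = 3), below the minimum of 11 that the methods set for SEGs. The log2 fold change was 6.02 (standard error 1.45, adjusted p = 0.00031 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with a prior count of 2 it was 2.32. In the fit with the replicate block, the adjusted p-value of *Bra007491* was 0.0048 (edgeR), above the threshold. Expression of *ARGOS* in ‘FT’ was not detectable at this depth.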

Based on the results presented here, the *ARGOS* gene was up-regulated in *fsm* vs. ‘FT’ and specifically expressed in *fsm*, however, the floral organs were relatively smaller in *fsm*. The result was opposite to the previous studies (Hu et al., 2003, 2006). In this study, except for the *ARGOS* gene, other DEGs involved in the floral development were also found, such as F-box family protein, *FT* and *MYB* family transcription factors. Therefore, we speculated that the interaction and regulation of these DEGs may result in the differences between ‘FT’ and *fsm* in floral organ sizes.

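Of the 1805 DEGs called here that also have a description in Table S6, 811 (44.9%) had a description with the words unknown, hypothetical protein, predicted protein, or unnamed protein product. The word unknown alone occurred in 176 descriptions (9.75%), and hypothetical protein in 474 (26.3%). Most of these words do not show that a function is unknown. *Bra037213*, a hypothetical protein by its description, is named by the paper for pollen tube growth. The 811 genes increased about as often as other DEGs, with 450 up-regulated and 361 down-regulated (Fisher's exact test against the other DEGs, two-sided p = 0.886, adjusted p = 1 over 6 sets of terms).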

Among the genes differed in expression between ‘FT’ and *fsm*, approximately one third of genes which were annotated as unknown function. These genes might be the potential candidates to be involved in the pistil development, especially for the SEGs. The genes expressed exclusively in *fsm* may lead to the female sterility by inhibiting the pistil development. 

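The 131 SEGs of *fsm*, with reads only in that line and a baseMean of at least 11, had a median baseMean of 23.4. Of these, 13 had a baseMean of at least 100. Each had reads in all 3 *fsm* libraries. *Bra018972*, a hypothetical protein in Table S6, was the most abundant, with 3304, 2955, and 3394 reads in M1, M2, and M3 (baseMean 3052 ± 220, SD, n = 3). *Bra027501*, a basic helix-loop-helix protein, had a baseMean of 1165 ± 140, and *Bra033468*, described as HSFA7A, had 923 ± 88.7. Of the 128 genes with a description, 66 (51.6%) had one with the words unknown, hypothetical protein, predicted protein, or unnamed protein product. Such words do not show that the function is unknown.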

On the other hand, the genes only expressed in ‘FT’ were detected, which may have a role in the pistil development. Therefore, the actual functions of these genes remain to be further studied.

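The 50 SEGs of ‘FT’, with reads only in that line and a baseMean of at least 11, had a median baseMean of 18.2. Of these, 3 had a baseMean of at least 100. The highest baseMean among them was 245, so the genes limited to ‘FT’ were less abundant than the most abundant genes limited to *fsm*. Of the 49 with a description, 28 (57.1%) had one with the words unknown, hypothetical protein, predicted protein, or unnamed protein product.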

The previous studies indicated that heat or cold stress response-related proteins were associated with the pistil development in plants (Zinn et al., 2010). In *Arabidopsis thaliana*, heat-stress treatment can increase the number of aborted ovules and reduce the ovule numbers (Whittle et al., 2009). The related studies showed cold stress can reduce ovule fertilization and ovule viability, and thus affect the pistil function (Srinivasan et al., 1999; Thomashow, 1999). In our study, a number of DEGs related with heat or cold temperature stress were identified, such as heat shock proteins (HSP; *Bra018216, Bra006697, Bra002539*, and *Bra020295*) and late embryogenesis abundant (LEA) proteins (*Bra022950, Bra027219*, and *Bra030494*). 

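The 4 HSP genes had almost no reads in ‘FT’. *Bra018216* had 4, 5, and 11 reads in F1, F2, and F4 and 29375, 27169, and 27677 reads in M1, M2, and M3, a log2 fold change of 11.90 (standard error 0.12, adjusted p = 2.5e-47 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *fsm*, its mean RPKM of 2066 was at the 99.96th percentile. *Bra002539*, *Bra006697*, and *Bra020295*, all described as heat shock protein 18, had log2 fold changes of 12.99 (standard error 0.16), 10.09 (standard error 0.16), and 7.78 (standard error 0.23). Of the LEA genes, *Bra027219* and *Bra030494* increased, with log2 fold changes of 5.72 (standard error 0.18) and 5.59 (standard error 0.25), and *Bra022950* decreased, with -4.95 (standard error 0.37). All 3 differences were larger than the spread between replicates.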

Besides, the GO term enrichment analysis showed the GO term “response to heat” (GO: 0009408; 16 DEGs, 1.5%) was detected. Therefore, we speculated that these genes associated with hot or cold temperature stress may play important roles in the pistil abortion in *fsm*.

The KEGG pathway analysis revealed that a total of eight KEGG pathways were significantly enriched, of which, 103 (10.85%) DEGs were involved in the Plant hormone signal transduction pathway (ko04075). In plants, flower development was strongly influenced by hormonal regulation (Rudich et al., 1972). The previous studies indicated that the genes involved in the hormone signaling may play important roles in plant sex determination (Chandler, 2011). In recent years, several different transcriptome analyses showed that numerous hormone-related genes were differently expressed between different flower types, which further indicated hormones had roles in the sexual differentiation and development of floral organ (Wu et al., 2010; Ramos et al., 2014; Rocheta et al., 2014; Sobral et al., 2016). For example, auxin enjoyed a critically regulatory function in the process of floral growth and development in plants (Aloni et al., 2006; Cheng and Zhao, 2007). The recent studies indicated that cytokinine facilitates cell proliferation in early reproductive tract development and regulates reproductive meristems and ovule formation (Bartrina et al., 2011; Marsch-Martínez et al., 2012a). The interaction between auxin and cytokinine has been demonstrated to have a role in the gynoecium morphogenesis (Marsch-Martínez et al., 2012b). Another hormone, ethylene, was strongly relevant to the sex determination (Byers et al., 1972). The ethylene was thought to be essential for the process of sex determination in several species, such as cucumber and melon (Guo et al., 2010; Gao et al., 2015). In this study, the genes involved in the auxin signaling, cytokinine signaling and ethylene signaling were differentially expressed and had relatively high expression levels. 

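Hormone-related genes were counted by the words of their descriptions in Table S6, among the 1805 DEGs called in both lists. Descriptions with auxin terms were found for 16 DEGs, of which 3 increased and 13 decreased in *fsm*. Ethylene terms were found for 17, of which 15 increased and 2 decreased, and cytokinin terms for 1, which increased. Compared with the other DEGs, auxin genes decreased more often (two-sided Fisher's exact test, p = 0.00395, adjusted p = 0.00790 over 6 sets of terms) and ethylene genes increased more often (p = 0.00612, adjusted p = 0.00918, Fisher's exact test). The test takes genes as independent, which related or co-regulated genes are not. The 6 sets include heat shock and pollen sets, chosen after part of the results had been seen. Their smaller p-values lower the adjusted values given here. In the line with the higher level, the median expression was at the 36.5th percentile for the auxin genes and at the 55.3rd for the ethylene genes. Matching by words does not cover genes that the KEGG pathway lists under other names.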

Further study of these genes related to the hormone signal transduction may contribute to elucidate the female organ determination in Chinese cabbage.

## Conclusion

We performed a systematic morphological investigation of *fsm*, followed by comparative transcriptome analysis between ‘FT’ and *fsm*. The results provide a comprehensive view of the expression profiles of genes involved in pistil development, which may help uncover the molecular mechanisms determining the phenotypic differences between these lines. Further studies of the functions of DEGs involved in pistil development should increase our understanding of female sterility. Our results provide a solid foundation for the further functional characterization of genes associated with the pistil development in Chinese cabbage.

## Database Linking

The transcriptome sequencing data were deposited in the NCBI Gene Expression Omnibus (GEO) Database under accession number GSE76917.

## Author Contributions

HF and ZL conceived and designed the research. SH, CL, DL, and RY performed the research. SH, LH, XL, and WL analyzed the data. SH wrote the manuscript. HF revised the manuscript. All authors discussed the results and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

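Flower buds of the wild-type line ‘FT’ and the female-sterile mutant *fsm* were compared by RNA-Seq, with 3 libraries per line. According to the paper, ‘FT’ is a doubled haploid line of Chinese cabbage, and *fsm* was obtained from it by mutagenesis of isolated microspores. Samples were mapped to lines and replicates from the sample labels, the methods, and Table 3, which name the same 6 libraries.

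The authors removed low-quality reads, aligned the clean reads to the reference genome with SOAP2, and deposited the count of reads, described as uniquely matched, of each gene in each library, without normalization. The deposited counts sum to more than the totals of mapped reads in Table 3, and the deposited counts were used throughout. The authors also deposited the RPKM of each gene, which is its count per kilobase of gene length and per unit of the library total. The percentage of each gene covered by reads was deposited as well, and it slightly exceeds 100 in a few genes. Genes with no read in a library are left out of its list and were taken as 0 reads. The paper used DESeq on baseMean values for its own lists.

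Depth per library was 24990396 to 25402146 reads in ‘FT’ and 28118248 to 29366538 reads in *fsm*. Intervals and floors from these depths cover counting error only. A gene with a baseMean near 11 or below rests on few reads, and its fold change is correspondingly uncertain.

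Counts were analysed in R 4.3.3 with edgeR 4.0.16. TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment over 35616 genes were used, with all 6 libraries in the fit, no covariates, no filter on low counts, and the default prior count. A DEG needed an adjusted p-value of at most 0.001 and an absolute log2 fold change of at least 4. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. SEGs needed 0 reads in all libraries of one line and a baseMean, from the size factors of DESeq2 1.42.0, of at least 11 in the other. Numbers of detected genes and coverage shares were compared by exact permutation tests, which cannot give a p below 0.1 with 3 libraries against 3.

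The named genes are every gene that the paper names by its identifier in its text or Table S9, and the 5 DEGs with the largest decrease and the 5 with the largest increase among those with a normalized mean of at least 11 in the higher line and no overlap between the libraries of the lines. This gave 54 genes, of which 1 is not reported here. Gene names come from the paper and from the descriptions in Table S6. Chromosome positions are not used here, because the reference table at hand belongs to another genome version.

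The alternatives were DESeq2's size factors, total counts, the DESeq2 test, edgeR's filter on low counts, another prior count, ratios with a mean of 0 replaced by 0.001, the paper's first threshold, limma 3.58.1 on log2(RPKM + 1) and log2(RPKM + 0.1), other minimums for SEGs, detection and coverage, and leaving out each library in turn. The replicate numbers in the labels are 1, 2, and 4 for ‘FT’ and 1, 2, and 3 for *fsm*. A fit with the replicate number as a block therefore used the 4 libraries numbered 1 and 2. No source states that same-numbered libraries were prepared together.

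The tests were tried on simulated counts drawn from the real genes and library sizes, with 200 genes changed by 5 on the log2 scale. These 200 were taken above a minimum mean count, so changes in genes with few reads were not tried. All genes had the same dispersion and the others had no true change, so false calls past a change of 4 were hardly possible. Of the 35264 simulated genes with reads, edgeR's main setting recovered 199 of the 200 and called 0 others. The setting with DESeq2 recovered 199, the block on 4 libraries, with 35053 simulated genes with reads, 196, limma with a pseudocount of 0.1 185, and limma with a pseudocount of 1 120.

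The SNP lists, GO and KEGG results, morphology, and inheritance have no counts behind them in the expression data, and no data are set beside those sentences. The SNP tables of the paper were used only for the tests given at the end. The gene descriptions in Table S6 were used there and for the counts of genes by description beside the paper's sentences.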

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

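Many genes outside the paper's list of DEGs also differed between the lines. In edgeR's quasi-likelihood test, 11196 genes had an adjusted p-value of at most 0.001 and an absolute log2 fold change of at least 1 but under 4, 5619 of them higher and 5577 lower in *fsm*. They include 66 genes of Table S6 whose log2 fold change was under 4 here. With the DEGs, 13069 genes passed the first threshold named in the methods, which is 36.7% of the 35616 tested. The tests on this result were all chosen before their outcome was seen.

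Each other split of the 6 libraries into 3 and 3 gave 0 such genes, with 62 to 102 genes at an unadjusted p under 0.05 against 26432 for the real split. Of the 10 splits, 4 part both same-numbered pairs of libraries, and 1 of these 4, the real one, gave as many genes as observed at either threshold. The other 6 keep at least 1 same-numbered pair on one side. So few splits cannot exclude a random division of the libraries, and a split that mixes the lines carries the line difference in its own spread, which lowers its number of calls.

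Library size was tested by thinning each library at random to the total of the smallest, after which 12937 genes passed the first threshold. When the 100 genes with the highest mean counts were left out before normalization, 12999 passed. The depths of the lines differ little, and TMM already limits the weight of abundant genes, so neither test had much room to lower the number, and both carry little weight.

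Batch remains open. No source gives a batch for any library, and all libraries of one line may have been sampled or prepared together. The share of clean reads that the paper could map was lower in each ‘FT’ library than in each *fsm* library. The deposited sums also exceeded the paper's uniquely matched reads by more in each ‘FT’ library. The cause of these differences between the lines is not known. The floral organs of the lines also differ in size, so that the buds may hold tissues in other proportions, which was not tested. The common biological coefficient of variation within lines, 0.0644, shows that the libraries of a line were alike, and it cannot show whether genotype or handling set the lines apart. The methods also mention pooling of RNA from the replicates before library construction, in which case the libraries of a line would share their biological variation. The genotype is a hypothesis for this broad difference, and it cannot be told apart from a batch. The paper takes the 2 lines to have nearly the same genetic background. Whether they differ beyond the mutated sites was not settled here.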

How the results depend on the processing

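The alternatives below were set before the data were examined, and none was added or chosen later. Of 133 values of the 12 summary results under the alternatives, 107 stayed within the limits set for a change and 26 did not.

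The number of DEGs and the number of DEGs shared with Table S6 moved past the limits with a prior count of 2 and with limma at both pseudocounts. A prior count of 2 gave 1156 DEGs, 441 of them down-regulated and all 1156 in Table S6. limma on log2(RPKM + 1) gave 497 DEGs (336 up-regulated and 161 down-regulated, 497 in Table S6), and with a pseudocount of 0.1 it gave 1177 (691 and 486, 1166 in Table S6). The threshold of 1 gave 13069 DEGs, 6657 up-regulated and 6412 down-regulated. DESeq2's size factors, total counts, the DESeq2 test, the filter on low counts, the zero replacement and the replicate block gave from 1651 to 1943 DEGs. Across the 6 fits that each left out one library, there were from 1708 to 1818.

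For SEGs, a minimum baseMean of 5 gave 236 in *fsm* and 160 in ‘FT’, and a minimum of 22 gave 69 and 17. With 1 read allowed in the other line, there were 81 SEGs in ‘FT’. Across the 6 fits that each left out one library, the number in ‘FT’ ranged from 50 to 87, and it rose when an *fsm* library was left out, since fewer libraries then had to be without reads. In *fsm* it ranged from 123 to 188.

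Coverage over 90% was found for 74.6% of the genes with at least 5 reads in ‘FT’ and for 71.0% in *fsm*. Coverage over 80% was found for 77.3% and 75.3% of detected genes. ‘FT’ was above *fsm* in each case. The numbers of detected genes, the floral organ genes higher in *fsm* (from 9 to 10) and the number of qRT-PCR genes with the direction of Figure 8 stayed within 1.5 times under each alternative run for them.

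Among the 54 named genes, no direction reversed in any of 807 values. The smallest absolute log2 fold change was 3.83 and all 54 had separated libraries, so a reversal was hardly possible. Of the 807 values, 745 kept their call, 59 in 29 genes were no longer DEGs, and 3 in 2 genes became DEGs. The 23 genes not among these kept their call under each of the 15 alternatives. The filter on low counts removed 3 values, which have no result there. limma with a pseudocount of 1 accounted for 26 of the 59. *Bra007491* (*ARGOS*) lost its call in each of the 6 fits without one library, through its adjusted p-value. With a pseudocount of 1, a gene with a low RPKM in both lines cannot reach a log2 fold change of 4. *HEC*, with a mean RPKM of 2.50 in *fsm*, had 1.75, and *PFS2*, with 0.913, had 0.849. The cause of the remaining changes was not tested. The depth limits genes with a baseMean near 11, for which a few reads decide whether they count as DEGs or SEGs.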

Differences from the paper's values

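The numbers of DEGs, SEGs and detected genes, the totals of reads and the coverage shares did not differ from the paper's by more than 1.5 times. The log2 fold changes of 9 named genes differed from the paper's log2Ratio in Table S6 by more than their standard error. Of these, 8 have 0 reads in one line. For such a gene, the size of the log2 fold change depends on the prior count or on the value put in place of 0. The standard error does not cover that choice.

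For genes higher in *fsm*, the log2 fold change of *Bra007491* (*ARGOS*) was 6.02 against the paper's 12.94, that of *Bra018972* was 14.59 against the paper's 21.54, that of *Bra027501* was 13.21 against the paper's 20.15, and that of *Bra033468* was 12.87 against the paper's 19.82. For genes lower in *fsm*, *Bra038121* had -10.94 against the paper's -17.90, *Bra034625* had -10.27 against the paper's -17.23, *Bra013061* had -10.25 against the paper's -17.22, *Bra024736* had -9.62 against the paper's -16.59, and *Bra009736* had -9.24 against the paper's -9.76.

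With a mean of 0 replaced by 0.001 in the ratio of baseMeans, an alternative set before the data were examined, the values of all 9 fell within the paper's, for example 12.94 for *Bra007491* and 21.54 for *Bra018972*. For *Bra009736*, the DESeq2 test, also set before the data were examined, gave -9.63 and fell within the paper's as well. None of the other alternatives closed the gap for any of the 9.

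The paper names 24 floral organ genes, with others left unnamed, and states that most of these genes were highly expressed in the comparison of *fsm* with ‘FT’. Here, 10 of the 24 were higher in *fsm* and 14 were lower. The paper lists the *MYB* genes *Bra012579* and *Bra028717* among the DEGs, and their log2 fold changes here, -3.83 and -3.92, did not reach the threshold of 4. As ratios of baseMeans, with a mean of 0 replaced by 0.001, they were -4.09 and -4.20, and both genes were DEGs. The DESeq2 test gave -4.09 and -4.18, with adjusted p-values above 0.001. A prior count of 2 gave -2.27 and -2.35. It calls *ARGOS* specifically expressed in *fsm*, and the baseMean of this gene, 7.88, lies under the minimum of 11 set for SEGs. It gives a smaller share of genes of unknown function than the 44.9% of descriptions counted here. That difference depends on the words counted, most of which do not show that a function is unknown. The word unknown occurred in 9.75% and hypothetical protein in 26.3% of descriptions. The rest came from predicted protein (4.93%) and unnamed protein product (3.99%). It calls the pistil development-related genes relatively highly expressed, and *PFS2*, *HEC* and *TIL* were at the 23.6th, 33.5th and 93.7th percentiles of the genes with reads in *fsm*. It says the same of the hormone signaling genes, and the median percentile in the higher line was 36.5 for the auxin genes and 55.3 for the ethylene genes.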

Other observations

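The tests on EMS changes, heat shock genes and pollen genes were chosen after part of these results had been seen. The other tests were chosen before.

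Heat shock genes. Genes that the paper names, and others whose direction had been seen before the terms were written, were left out. Of the DEGs that remained, 32 have descriptions of heat shock proteins, heat shock factors or chaperones, and 31 of the 32 were higher in *fsm*, with a median log2 fold change of 6.53. For all DEGs with a description, 55.7% were higher. *TIL*, a temperature-induced lipocalin by its name, was higher as well. A candidate explanation is that the buds of the lines were sampled at different temperatures or handled differently. Another is that the response belongs to the mutant, since the paper relates such genes to its pistil abortion. The paper gives the same month and the full-bloom stage for the buds of both lines, but no batch, day or hour for a library, and these explanations cannot be told apart here.

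Pollen genes. Among further DEGs whose descriptions carry names of pollen markers, 17 of 17 (100%) were lower in *fsm*, with a median log2 fold change of -4.73. The *VGD1*, PG and AGP23 genes that the paper lists for floral organs were lower too. Not all genes tied to pollen were lower, since *Bra003255* and *Bra020195*, which the paper names for the GO term pollen development, rose by 5.14 and 4.39 on the log2 scale. The paper reports small amounts of pollen in *fsm* stamens, and calls this pollen viable and the stamens normally fertile. A hypothesis is that the *fsm* buds held less mature pollen than the ‘FT’ buds, so that the RNA mixture may differ in tissue composition. A difference in the stage of the buds collected may give the same values, and with whole buds and no stage series the 2 cannot be told apart.

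Gene coverage. The share of genes with coverage over 90% was lower in *fsm* (a difference of -3.55 percentage points), although its libraries were deeper. Among 2011 genes with reads in every library and an absolute log2 fold change of at most 0.1, the share was 82.7% ± 0.470 (SD, n = 3) in ‘FT’ and 79.9% ± 0.766 (SD, n = 3) in *fsm*, a difference of -2.87 points, and each *fsm* library lay below each ‘FT’ library. Depth and the expression level of the genes therefore do not account for all of the difference. It changed with expression level, with 9.02% in ‘FT’ and 4.71% in *fsm* at a baseMean under 20, 50.8% and 43.0% from 20, 86.4% and 82.1% from 100, and 93.6% and 92.9% from 500, where little room is left below 100%. Library preparation or RNA quality, which may differ between lines, and sequence differences from the reference were not tested, and no biological explanation was tested.

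SNPs in expressed genes. The SNP lists at hand hold 1999 ‘FT’-specific and 1999 *fsm*-specific entries, all on 1 chromosome. The paper reports many more of both kinds. Of the 1099 coding entries in genes with counts, 13.1% lie in genes with fewer than 10 mean reads in the other line (6.63% for ‘FT’-specific and 18.5% for *fsm*-specific entries), so a lack of reads in the gene does not account for most of them. Reads at the single positions were not tested. EMS, the mutagen used, mainly causes C to T and G to A changes. Such changes made up 26.1% of the *fsm*-specific entries and 29.1% of the ‘FT’-specific ones. The reverse changes made up 31.4% and 26.5%, respectively. Most *fsm*-specific SNPs in this part of the list therefore do not have the form of EMS mutations, and a hypothesis is that they may have another origin than the mutagenesis, which was not tested further. Heterozygous codes made up 19.4% of the ‘FT’-specific and 19.9% of the *fsm*-specific entries, a value to set beside the doubled haploid origin of ‘FT’.

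Primers. Table S9 gives the same primer pair for *Bra012128* (*HEC*) and *Bra001268* (PG), while Figure 8 shows opposite directions for them. In the counts, *Bra012128* rose from a baseMean of 0.689 to 44.8 and *Bra001268* fell from 11065 to 667. Table S9 lists 18 genes, and Figure 8 shows 16.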
